# Analysis of microRNA-transcript regulatory networks in the hippocampus of the BTBR mouse model of autism

**DOI:** 10.3389/fncel.2025.1676316

**Published:** 2025-10-27

**Authors:** Silvia Gasparini, Valerio Licursi, Arianna Rinaldi, Laura Ricceri, Maria Luisa Scattoni, Carlo Presutti, Cecilia Mannironi

**Keywords:** microRNA, transcriptome, BTBR, autism, hippocampus, post-transcriptional regulation of gene expression, TDMD

## Abstract

Autism spectrum disorder (ASD) is a heterogeneous neurodevelopmental condition with unknown etiology. Currently, the role of post-transcriptional mechanisms in ASD remains unclear. microRNAs (miRNAs) are small non-coding regulatory RNAs that mediate mRNA destabilization and/or translational repression. To investigate the potential role of miRNAs in ASD, we performed miRNA expression profiling in the hippocampus of the BTBR ASD mouse model and age-matched C57BL/6 J mice. Alongside, we analyzed the BTBR hippocampal transcriptomic profile to identify differentially expressed transcripts (DETs). By integrating differentially expressed miRNA (DEmiRNA) and DET lists, we discovered mRNA transcripts that are putative targets of BTBR DEmiRNAs and exhibit an anti-correlated differential expression in the BTBR hippocampus. These interactions suggest potential regulatory networks related to gene transcription regulation, and synaptic structure and function relevant for ASD. These include miR-200 family members, miR-200a-3p, miR-200b-3p, miR-200c-3p, and miR-429, and the experimentally validated target, the transcription factor Zeb2. Moreover, we identified a set of non-canonical interactions characterized by extensive pairing between BTBR DEmiRNAs and DETs, potentially triggering target-directed miRNA degradation (TDMD). Our findings support a role for miRNA dysregulation in the pathophysiology of ASD.

## Introduction

Autism spectrum disorder (ASD) is a behaviorally defined neurodevelopmental disorder whose prevalence has dramatically increased during the past two decades: about 1 in 150 8-year-old children in 2000, to 1 in 31 in 2025 in the United States (Hyman et al., 2020; Maenner, 2023; Shaw et al., 2025). Core symptoms are identified in two main domains: social communication/interaction and restricted, repetitive patterns of behavior (Bell, 1994). ASD is characterized by phenotypic and genetic heterogeneity. To date, the exact disease mechanism remains unknown. Hundreds of genes have been implicated, but only a small fraction of them have sufficient genetic evidence to be considered causative (Geschwind, 2011). Recently, it has been emphasized that many of them converge on molecular pathways involved in activity-dependent signaling related to synapse development and plasticity (Geschwind, 2008; Ebert and Greenberg, 2013). A widespread dysregulation of brain gene expression has been observed in experimental and human ASD (Daimon et al., 2015; Parikshak et al., 2016; Gasparini et al., 2020; Satterstrom et al., 2020a; Wang et al., 2020; Mooney et al., 2025). Emerging evidence indicates that altered post-transcriptional mechanisms of gene expression regulation may strongly contribute to the pathophysiology of ASD (Wu et al., 2016; Gasparini et al., 2020; Dominguez-Alonso et al., 2023; Mooney et al., 2025; Yao et al., 2025). In the nervous system, complex post-transcriptional mechanisms, such as RNA splicing, mRNA stability and translation, tightly control normal cellular function (Cao et al., 2006). Different classes of non-coding RNAs (ncRNAs), including long non-coding RNAs (lncRNAs), circular RNAs (circRNAs), and microRNAs (miRNAs), represent important regulators of such mechanisms (Goldie and Cairns, 2012). Growing evidence shows significant ncRNA dysregulation in blood, postmortem brain tissues of individuals with ASD, and in the brain of ASD mouse models (Dominguez-Alonso et al., 2023). Specifically, the expression of some miRNAs is altered in experimental and human ASD (Wu et al., 2016; Frye et al., 2021; Mooney et al., 2025; Yao et al., 2025). miRNAs are small ncRNAs able to control the expression of hundreds of genes simultaneously, influencing cellular functions at the pathway level (Bartel, 2018). In the brain, they regulate processes that are pivotal to neuronal development and function, including neurogenesis, neuronal maturation, and synaptic plasticity (Saba and Schratt, 2010). Therefore, they are potentially very significant in the context of neurodevelopmental diseases, ASD dysregulated miRNAs representing potential biomarkers for diagnosis and targets for therapeutic intervention. We recently performed a genome-wide gene expression analysis of the hippocampus of the BTBR T + tf/J (BTBR) mouse model for idiopathic autism, an inbred mouse strain that incorporates multiple behavioral phenotypes relevant to all main diagnostic symptoms of autism (McFarlane et al., 2008). In this study we identified differentially expressed genes (DEGs) and circRNAs (DECs) (Gasparini et al., 2020). Here, we analyze the hippocampal miRNA and transcriptomic expression profiles of BTBR mice, finding differentially expressed miRNAs (DEmiRNAs) and transcripts (DETs). By integrating DEmiRNA and DET lists, we identified potential regulatory networks relevant to the disease. Finally, having identified BTBR DET and DEmiRNA non-canonical intermolecular interactions, we suggest novel mechanisms for miRNA turnover regulation in ASD.

## Materials and methods

### Animals

Subjects were adult male mice of the inbred strains BTBR T + Itpr3tf/J (BTBR) and C57BL/6 J (B6). Mice were purchased from the Jackson Laboratory (United States) and then bred and maintained in the vivarium of the National Institute of Health (Rome, Italy). Animals were housed in groups of three to five in standard cages and maintained at a constant temperature of 22 ± 1 °C on a 12-h light/dark cycle, with *ad libitum* access to food and water. All efforts were made to minimize animal suffering and to reduce the number of animals used. All procedures were in strict accordance with the EU Directive 2010/63/EU for animal experiments and the Italian Animal Welfare legislation (D.L. 26/2014). Mice were 12 weeks old and with matched body weights at the time of brain dissection. Mice were anaesthetized with isoflurane and rapidly decapitated. Hippocampi were dissected by punching of 1 mm brain slices. Samples from individual mice were collected in QIAzol (Qiagen), frozen with dry ice, and stored at −80 °C until processing.

### Tissue collection and RNA isolation

Total RNA was extracted from single mouse tissues, using QIAzol and miRNeasy spin column (Qiagen), with DNase1 on column-treatment, according to the manufacturer’s protocols (Qiagen). RNA concentration was determined by the NanoDrop 1,000 analysis (Thermo Scientific). RNA quality was assessed by gel electrophoresis and by measuring 260/280 and 260/230 absorbance ratios. RNA sequencing studies for miRNA and transcriptomic profiling were performed on RNA preparations from the same animal cohorts of BTBR and B6 mice.

### sRNA-seq

SmallRNA-seq (sRNA-seq) was performed on small RNA libraries obtained from hippocampal RNA samples from single animal preparations (BTBR *n* = 4, B6 *n* = 4, mice of the pool 2 cohort). sRNA-seq was performed on NextSeq500 using the Illumina TruSeq Small RNA Library Preparation Kit (Illumina, San Diego, United States). An average of 15 million reads per sample was obtained. The read quality was evaluated using FastQC (version 0.11.2; Babraham Institute, Cambridge, United Kingdom). After adapter cleaning, the resulting reads ranged from 94.7 to 97.7%. Reads were mapped to the mouse genome (Genome Reference Consortium mouse GRCm38) using the sRNAbench command line tool with ‘genome mapping mode’ from the sRNAtoolbox suite of software (Aparicio-Puerta et al., 2019). The sRNAbench pipeline uses Bowtie to align reads to the reference genome, then compares their coordinates to miRBase v21 annotations. Reads fully within reference RNA coordinates are assigned accordingly. Differential expression analysis of microRNAs is performed with the sRNAde pipeline from sRNAtoolbox. The module generates an expression matrix and uses the R/Bioconductor package edgeR (Robinson et al., 2010) to infer differential expression. By using edgeR, sRNAbench applies TMM normalization for the detection of differentially expressed microRNAs, which has been reported to be among the most stable methods.

### RNA-seq

RNA-seq was performed on two hippocampal RNA pools made from equal RNA amounts prepared from different animal cohorts of BTBR and B6 mice, pool 1 (*n* = 6) and pool 2 (*n* = 4). Library preparation was performed using the Illumina TruSeq Stranded Total RNA Library Preparation kit with Ribo-Zero treatment (Illumina, San Diego, United States) (Gasparini et al., 2020). Reads were mapped to the mouse Ensembl GRCm38 transcriptome index (release 84) using kallisto (version 0.42.5) (Bray et al., 2016). Transcript-level normalization and differential transcript expression analysis were performed using R/Bioconductor package tximport version 1.25.1 (Soneson et al., 2016) and DESeq2 version 1.26 (Love et al., 2014), accounting for the presence of batch effects.

### RT-qPCR

For miRNA quantitative analysis, 200 ng of RNA was reverse transcribed using the miRCURY LNA RT Kit (Qiagen), including an RT− (no enzyme) control reaction to check for residual DNA contamination. Quantitative PCR (qPCR) was performed using the miRCURY LNA SYBR Green PCR Kit (Qiagen) and the following miRCURY LNA miRNA PCR assays (Qiagen, Cat. No. 339306) with their GeneGlobe iDs: mmu-miR-429-3p, YP00205068; hsa-miR-200a-3p, YP00204707; hsa-miR-200b-3p, YP00206071; hsa-miR-200c-3p, YP00204482; hsa-miR-183-5p, YP00206030. For transcript quantitative analysis, RNA was reverse transcribed using SuperScript IV (Thermo Fisher Scientific) and random/dT primer mix, and qPCR performed using SYBR Green (SensiMix™SYBR Low-ROX Kit, Meridian Bioscience) with appropriate primers (Grin2aFwr: 5’ AAACGAGGTGGTCAGGTTCC 3′, Grin2aRev: 5’ CCATTTGCCACTCCCTGGAT 3′, Zeb2Fwr: 5’ GGCGAGCCAGAAAAGAAAA 3′, Zeb2Rev: 5’GAACAAAACCTCGCCAAGAG 3′, GapdhFwr: 5’ ACTTGAAGGGTGGAGCCAAA 3′, GapdhRev:5’ TCATGAGCCCTTCCACAATG 3′). RT-qPCR experiments were performed on the same RNA preparations used for sequencing analysis. Relative quantification of gene expression was conducted with the Applied Biosystems StepOnePlus RT-PCR System. U6 and Gapdh were used as internal controls, for miRNA and mRNA, respectively. RT-qPCR data were analyzed by the 2−ΔΔCt method (Livak and Schmittgen, 2001). BTBR and B6 were compared by an independent sample *t*-test, with significance set at *p* ≤ 0.05. RT-qPCR graphs were generated using GraphPad Prism 8.0.2.263.

### Bioinformatics analysis

To understand the biological meaning of the differentially expressed microRNAs, we performed enrichment analysis of predicted and experimentally validated microRNA/target interactions using the MIENTURNET webtool.^1^ To provide quantitative estimates of microRNA-mediated repression for both canonical and noncanonical site detection, microRNAs found as differentially expressed were evaluated with R/Bioconductor package scanMiR (Soutschek et al., 2022),^2^ which enables high-throughput prediction of their target sites on mRNA sequences. The package leverages experimentally determined binding affinity models to provide quantitative estimates of the binding affinity between a microRNA and a potential target site on an mRNA transcript, expressed as the dissociation constant (Kd) (Dillies et al., 2013). Log_kds in Supplementary Table S5 reports the ln(Kd) multiplied by 1,000, rounded and saved as an integer. DEmiRNA target and DET lists were overlapped with the SFARI genes downloaded from the SFARI database (1,230 genes, last released January 2025).^3^ The Venn diagram was generated using the ggVennDiagram Shiny app.^4^ Gene Ontology (GO) analyses were performed using the R package clusterProfiler. The simplify method was applied within the enrichGO function to remove redundant terms. A cutoff of 0.7 was used for the adjusted *p*-values (p.adj) in the GO analysis of DEmiRNA targets and the anticorrelated DET-DEmiRNA targets. The anticorrelated interacting network between 69 DETs and DEmiRNAs, as well as between Zeb2 and the upregulated DEmiRNAs, was generated with Cytoscape (Shannon et al., 2003).

### Statistical analysis

RT-qPCR data are shown as the mean ± standard error or deviation, for miRNA and Zeb2 quantitative analysis, respectively. Statistical significance was evaluated by a two-sided unpaired Student’s *t*-test, *performed on at least biological replicates and using the average value of technical replicates*. Spearman’s correlation between microRNA and transcript log_2_ fold changes was evaluated in the R environment with base *cor* function. Supplementary Figure S1 was created in the R environment with the package ggplot2 version 3.3.0.

## Results

In human ASD patients and mouse models, the hippocampus shows consistent abnormalities in neuronal morphology and cytoarchitectural organization (Varghese et al., 2017). 

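Small RNA libraries were prepared from the hippocampus of 4 BTBR and 4 B6 adult male mice at 12 weeks of age, with 1 library per mouse. B6 is the C57BL/6 J control strain, and BTBR is an inbred strain studied as a model of idiopathic autism. The authors mapped the reads to GRCm38 with sRNAbench, assigned them to miRBase annotations and deposited the number of reads counted on each of 422 miRNAs, without normalization. The counts per library summed to between 5078301 and 5792967 in B6 mice (median 5388586) and between 2247482 and 7904990 in BTBR mice (median 4085273), a 3.52-fold range. These totals, and the values that follow, are reads counted on miRNAs. The paper's own depth is given in sequenced reads per sample and not in counts on miRNAs. let-7c-5p was the most abundant miRNA in every library, with 14.8% to 23.2% of the counts, and the 10 most abundant miRNAs took 67.6% to 75.2%. Across miRNAs, which are not independent replicates, Spearman's correlation between libraries lay between 0.938 and 0.981 within a strain and between 0.931 and 0.973 across strains. Every pair of libraries of a strain differed by more than the sampling noise of the counts, so each was kept as its own replicate. The counts were normalized by edgeR's TMM method, as in the study, and BTBR was compared with B6 by edgeR's quasi-likelihood test, adjusted by Benjamini-Hochberg over the 422 miRNAs, at the study's threshold of 0.1. The methods name edgeR but not which of its tests was run. Levels are given as CPM after TMM normalization. For the miRNAs named, log2(CPM + 0.5) was also compared by a two-sided exact permutation test over the 70 assignments of the 8 mice, in which p = 0.0286 is the smallest value possible. The counts carry no molecular identifiers, so duplicate molecules are not removed. Every miRNA deposited had at least 1 read in each library, and 8 miRNAs had the same counts as another miRNA in all 8 libraries, in 4 groups.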

To investigate the contribution of miRNA to ASD, we studied the hippocampal miRNA transcriptomic profile by RNA-Seq of small RNA libraries obtained from B6 control and BTBR mice. To date, the BTBR mouse strain is the most extensively characterized inbred strain for the core behavioral characteristics of ASD (Varghese et al., 2017). Our results revealed that 18 miRNAs are differentially expressed in BTBR compared to B6 mice, with 13 upregulated and five downregulated (Figure 1A; Supplementary Table S1). 

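In the deposited counts, 7 of the 422 miRNAs passed the threshold of 0.1 between BTBR and B6 mice, 5 of them higher and 2 lower in BTBR. All 7 belong to the study's 18 DEmiRNAs. The log2 fold changes of the 18 had the directions the paper gives, 13 above 0 and 5 below. Without adjustment, 46 miRNAs had a p under 0.05, where 21.1 are expected by chance. In 28 miRNAs (6.63%) the strains did not overlap, against 2.86% by chance, and 6 of the 18 were among them. miR-100-5p, whose hairpin lies on chromosome 9 of GRCm38 from 41531425 to 41531504 in an intron of the processed transcript 3110039I08Rik, had 437 ± 127 CPM (SD, n = 4) in B6 and 200.2 ± 16.0 CPM in BTBR mice. Its log2 fold change was −1.13 (standard error 0.23, adjusted p = 0.0426 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). miR-344d-3p comes from 3 hairpins on chromosome 7 between 61683124 and 61726328. It had 509 ± 113 CPM in B6 and 248 ± 50.7 CPM in BTBR mice, and fell by 1.03 on the log2 scale (standard error 0.23, adjusted p = 0.0584 from the same test). miR-383-5p, in an intron of Sgcz on chromosome 8 from 38252133 to 38252202, had 805 ± 166 CPM in B6 and 1486 ± 229 CPM in BTBR mice, with a log2 fold change of 0.88 (standard error 0.21, adjusted p = 0.0797 from the same test). In these 3 miRNAs each BTBR mouse lay on one side of all B6 mice. With counts scaled by library size only, none of these 3 passed the threshold, with adjusted p between 0.110 and 0.215, and each kept its direction. None of the 3 passed without BTBR replicate 1, 3 or 4, nor with mice blocked by replicate number. Without B6 replicate 4, miR-344d-3p and miR-383-5p did not pass, and miR-383-5p also did not without B6 replicate 1 or 3. Over the fits that each left out 1 mouse, the adjusted p reached 0.133 for miR-100-5p, 0.252 for miR-344d-3p and 0.325 for miR-383-5p. The count of miRNAs past the threshold moved most with the DESeq2 Wald test, to 21, and lay between 3 (without BTBR replicate 3 or 4) and 13 (without B6 replicate 2) when each mouse was left out in turn. When B6 replicate 2 and BTBR replicate 1 were placed with the other strain, 23 miRNAs passed. From the miRNAs past its own FDR cutoff, the paper concludes that the miRNA profile of the BTBR hippocampus is altered.

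**Figure D1:**
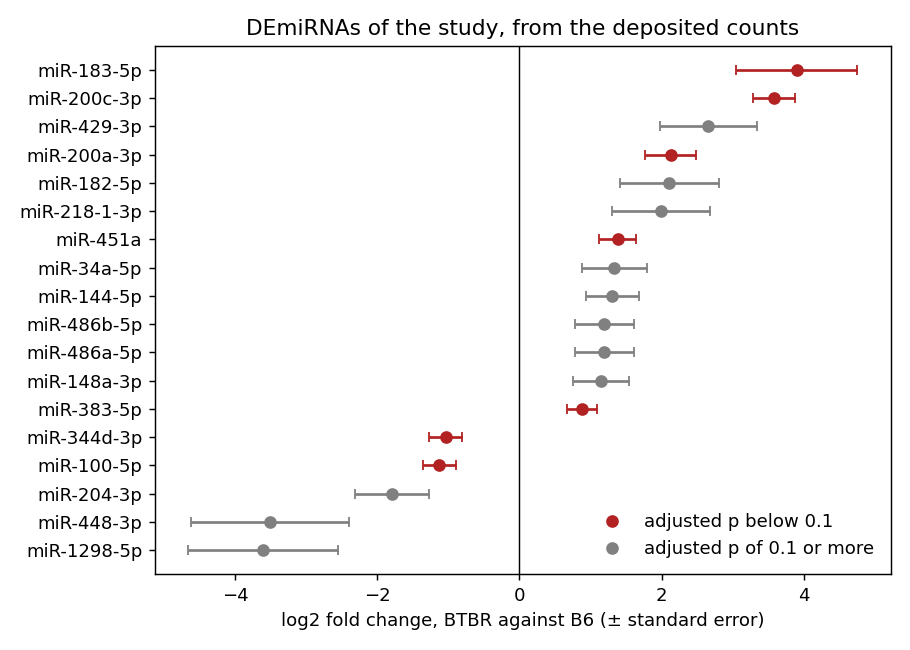
Log2 fold change of the study's 18 DEmiRNAs in BTBR against B6 mice, from the deposited counts (x axis, log2 units), with 1 miRNA per line. Points are the fitted values with their standard errors, and the 7 red points, among them miR-200c-3p and miR-183-5p, have an adjusted p below 0.1, whereas miR-1298-5p and miR-448-3p have wider errors and do not.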

In parallel, to analyze at a transcript-level resolution the hippocampal transcriptomic profiles, we processed RNA-seq data from our previous study (Gasparini et al., 2020) to identify potential individual transcript isoforms differentially expressed in BTBR mice. Transcriptomic analysis, compared to gene expression analysis, provides a more detailed view of gene expression, as different isoforms of a gene may have different functions and regulation. In addition, as 3’UTRs might differ among transcript isoforms, transcriptomic analysis is required for a detailed miRNA/mRNA regulatory network investigation. Our analysis identified a total of 70,622 distinct transcripts, 536 of which were differentially expressed in the hippocampus of BTBR mice (Figure 1B; Supplementary Table S2).

**Figure 1:**
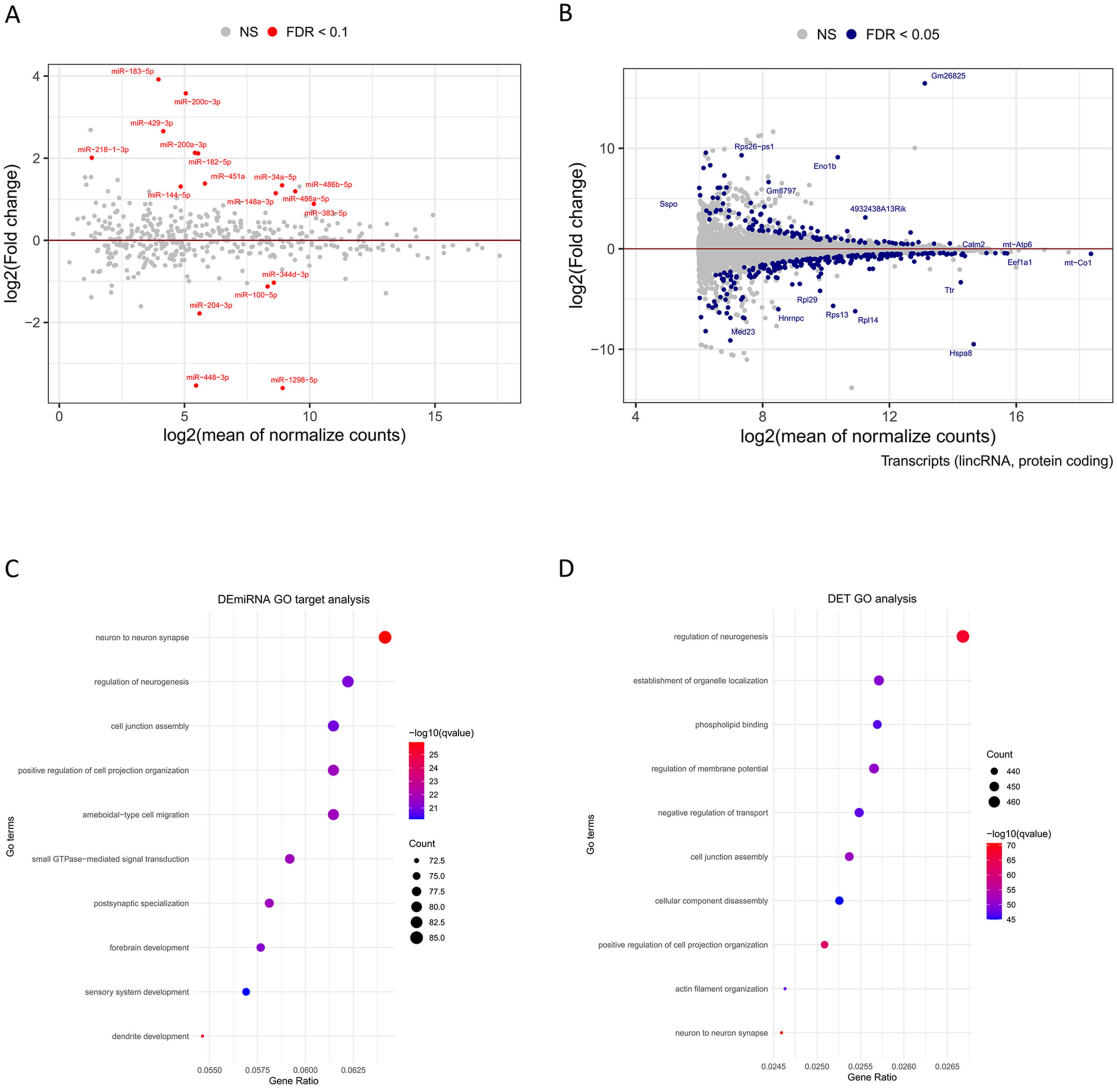
Differential expression of hippocampal miRNAs and transcripts in BTBR mice compared to B6 mice. MA plots represent log fold-change (base 2) versus mean expression between BTBR and B6 **(A)** miRNAs and **(B)** transcripts. Each dot on the graphs represents miRNA (red dots) or transcripts (orange dots) that are significantly differentially expressed in the hippocampus of BTBR vs. B6 mice, with upregulated above and downregulated below the continuous lines, respectively. Gray points represent non-significant changes. FDR < 0.1 is the statistical significance data cutoff. Gene Ontology (GO) analysis of BTBR **(C)** DEmiRNA target genes and **(D)** DETs according to Biological process, Cellular component, and Molecular function is reported.

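Of the 18 miRNAs that Supplementary Table S1 gives with the paper's FDR under 0.1, 11 had an adjusted p between 0.123 and 0.254 over all 422 miRNAs in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone, all 18 passed, with adjusted p up to 0.0145, but the list was chosen on these same libraries and this count is not independent evidence. edgeR's exact test with tagwise dispersions, chosen after the paper's values were seen, called these same 18 over all 422 miRNAs. miR-218-1-3p, in an intron of Slit2 on chromosome 5 from 48223942 to 48224051, had between 3 and 18 reads per library, and its log2 fold change of 1.99 had a standard error of 0.69. miR-148a-3p, on chromosome 6 from 51269812 to 51269910, had 248 ± 58.9 CPM (SD, n = 4) in B6 and 549 ± 368 CPM in BTBR mice. BTBR replicate 2 had 1080 CPM and the other BTBR mice between 258 and 497 CPM. Without BTBR replicate 2, the log2 fold change of miR-148a-3p dropped from 1.14 to 0.56. miR-486a-5p and miR-486b-5p had the same count in each of the 8 libraries, so the 18 names stand for 17 different sets of counts. Their hairpins overlap on opposite strands of chromosome 8, from 23142555 to 23142682 and from 23142573 to 23142662, in an intron of Ank1.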

To study BTBR DEmiRNA-mRNA target regulatory networks, we statistically analyzed a list of 18 DEmiRNAs selected using an FDR cutoff < 0.1 (Supplementary Table S1) list using the MIENTURNET web tool that identifies potential or experimentally validated miRNA gene targets, based on the TargetScan software^5^ and the MiRTarBase database^6^ (Licursi et al., 2019). TargetScan predicts biological targets of miRNA by searching for the presence of 8-6mer sites in the mRNA 3’UTR that match the seed region of the miRNA, according to canonical binding rules for miRNA-mediated mRNA degradation and translational repression (Bartel, 2018). MiRTarBase provides miRNA-target interactions validated by biological experiments. Our analysis revealed that 1,420 genes are potential targets of BTBR DEmiRNAs and 54 genes are validated targets (Supplementary Table S3).

Interestingly, our functional analysis of BTBR DEmiRNA predicted target genes and BTBR DETs revealed a convergence to enriched gene ontology pathways related to neurogenesis (GO:0050767), cell junction assembly (GO:0034329), cell communication (neuron to neuron synapse GO:0098984), and regulation of membrane potential (GO:0042391) (Figures 1C,D; Supplementary Table S6). To identify potential miRNA regulatory networks in the BTBR hippocampus, we integrated BTBR DEmiRNA target gene list with the DET list of 536 transcripts (FDR < 0.05, Supplementary Table S2), recognizing 82 DETs that are predicted targets of DEmiRNAs, according to TargetScan (Supplementary Table S4). We combined DEmiRNA target and DET lists with the SFARI gene list. SFARI is a curated database of ASD risk genes sourced from the Simons Foundation Autism Research Initiative (see footnote 3). This analysis revealed 12 SFARI genes that are BTBR DEmiRNA targets and that generate transcripts differentially expressed in the BTBR hippocampus. These genes are Arhgap5, Btaf1, Chd9, Ctnnd1, Grin2a, Med13l, Phf3, Ppp3ca, Ptprd, Rfx3, Vamp2, and Zbtb18 (Figure 2A; Supplementary Table S4).

**Figure 2:**
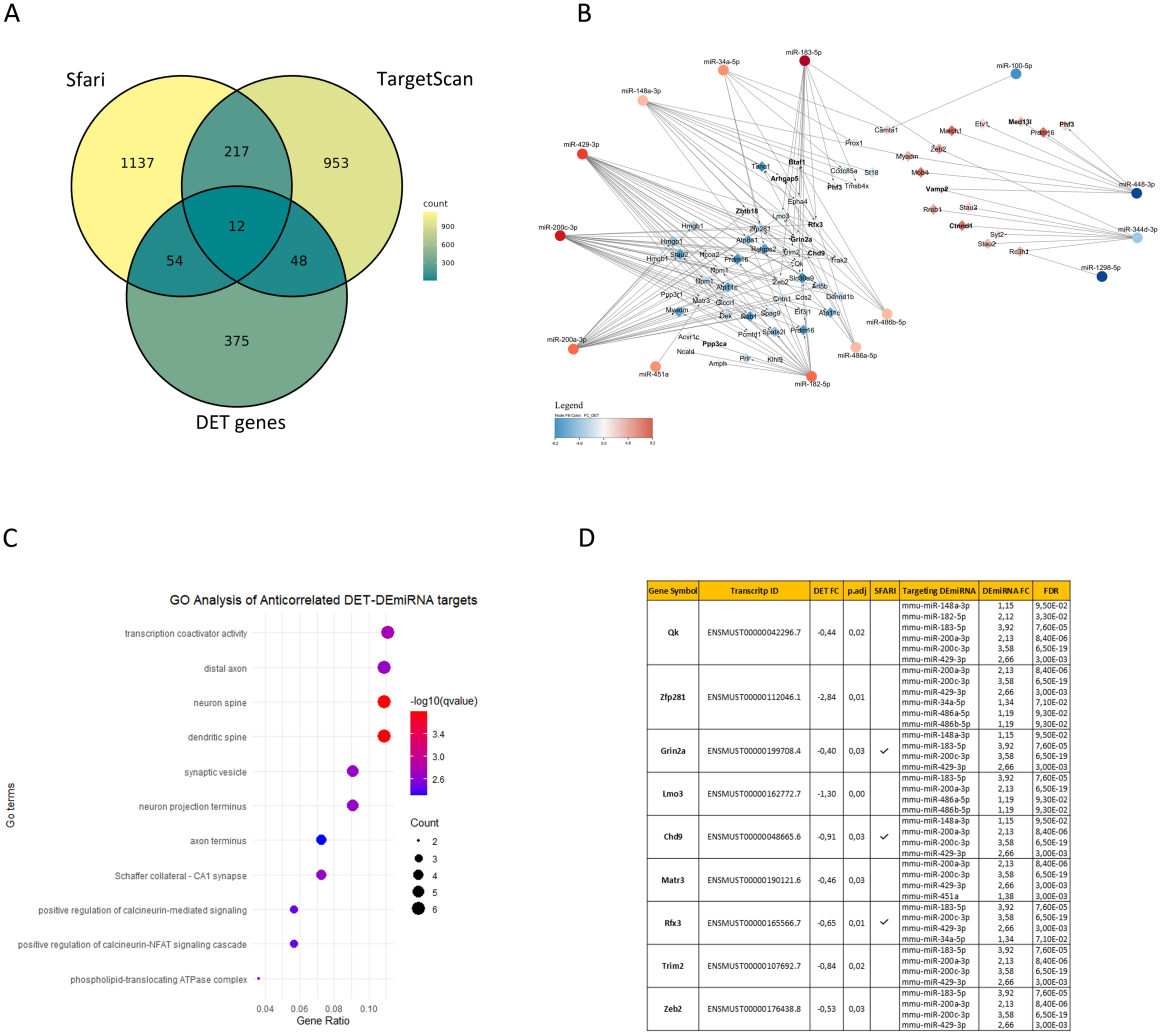
Interaction networks between BTBR hippocampal DEmiRNAs and DETs. **(A)** Venn diagram shows the overlap among BTBR hippocampal DEmiRNA target genes (1420), DET genes (489) identified in this study, and human SFARI genes (1230). **(B)** The interaction network displays DEmiRNA and DET putative targets with anticorrelated expression (69). Red and blue nodes represent upregulated and downregulated DEmiRNA (circles) or DETs (diamonds), respectively. In bold are SFARI genes. **(C)** Enriched ontology terms (GO) of anticorrelated DET putative targets; q-values and gene counts for each term are reported in the Figure. **(D)** The top anticorrelated interactions between DETs and DEmiRNAs are reported in the table with expression fold changes (FC) in BTBR vs. B6 hippocampi, with statistical significance (p.adj and FDR). Transcripts from SFARI genes are indicated.

Then, we identified among the 82 DETs that are predicted targets of DEmiRNA (Supplementary Table S4). 

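Supplementary Table S4 pairs the DEmiRNAs with predicted target DETs in 243 pairs over 82 transcripts. The miRNA log2 fold changes were taken from the deposited counts and the transcript fold changes from the paper, since RNA-seq counts were not analysed here. The signs were opposite in 152 pairs (62.6%). When the transcript fold changes were shuffled 100000 times among the 82 transcripts, the mean share was 58.8%, and the observed share was not different from it (two-sided permutation test, p = 0.168). With 1 transcript kept per gene, 64.2% of 193 pairs had opposite signs (permutation test, p = 0.117). Spearman's rho between the fold changes was −0.019 over the 243 pairs, which share miRNAs and transcripts and are not independent (permutation test over transcripts, p = 0.775). Over the pairs that the table lists as anticorrelated, rho was −0.304. Shuffling fold changes only among transcripts of the same direction, 10000 times, gave a mean rho of −0.314 (permutation test, p = 0.868).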

Sixty-nine DETs, generated by 58 genes, showing anticorrelated expression with the targeting miRNAs (Figure 2B; Supplementary Table S4), which is significant accordingly to a Spearman’s correlation analysis (Supplementary Figure S1). This analysis revealed a total of 155 anticorrelated interactions, 133 involving 53 downregulated transcripts and 22 involving 16 upregulated transcripts (Figure 2B; Supplementary Table S4). 

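Among the 155 interactions that Supplementary Table S4 lists as anticorrelated, the miRNA fold changes from the deposited counts and the paper's transcript fold changes had opposite signs in 152. The other 3 pair a miRNA that was higher in BTBR mice with a transcript that the paper also gives as higher. They are Camta1 with miR-34a-5p, Epha4 with miR-148a-3p, and the Zeb2 transcript ENSMUST00000201804.3 with miR-183-5p, and the paper's log2 fold changes of these transcripts are 1.77, 4.19 and 5.05. Of the 152, 134 joined a higher miRNA to 53 lower transcripts and 18 joined a lower miRNA to 16 higher transcripts. miR-200c-3p and miR-429-3p each entered 25 of these pairs, miR-200a-3p 23, miR-182-5p 21, miR-148a-3p 14 and miR-183-5p 10. The miR-200 family, miR-183-5p and miR-182-5p together made up 104 of the pairs. In 68 pairs (44.7%) the miRNA passed the adjusted threshold in the deposited counts.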

Functional analysis performed on anticorrelated DETs identified enriched GO terms associated with transcription co-activation, neuronal signaling, and synaptic morphology and function (Figure 2C; Supplementary Table S6). To identify strongly anticorrelated interactions, we filtered for DEmiRNA targets recognized by at least two DEmiRNAs, identifying 128 strongly anticorrelated interactions involving 43 DETs: 124 interactions associated with 41 downregulated transcripts and 4 associated with 2 upregulated transcripts (Supplementary Table S4). 

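The sheet of strongly anticorrelated interactions in Supplementary Table S4 holds 126 pairs over 43 DETs. In the deposited counts, the miRNA was higher in BTBR mice in 122 of them, with 41 lower transcripts, and lower in 4, with 2 higher transcripts. The miRNA was one past the adjusted threshold in 57 pairs (45.2%), and 94 pairs involved the miR-200 family, miR-183-5p or miR-182-5p. Of the 43 DETs, 38 were paired with at least 1 miRNA past the threshold and 15 with at least 2. miR-486a-5p and miR-486b-5p entered 10 pairs, and with this duplicate counted once the number of DETs with at least 2 miRNAs was still 43. miR-200c-3p and miR-429-3p, which share a seed and so match the same sites, entered 25 pairs each and were kept as 2 miRNAs in this count.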

Interestingly, among these mRNAs, we found eight SFARI genes (Arhgap5, Btaf1, Chd9, Grin2a, Phf3, Rfx3, Vamp2, and Zbtb18) (Figure 2B). Among these strongly anticorrelated DETs/DEmiRNAs interactions, we identified 9 transcripts (Qk, Zfp281, Grin2a, Lmo3, Chd9, Matr3, Rfx3, Trim2, and Zeb2) targeted by at least four DEmiRNAs (Figure 2D; Supplementary Table S4). Of those genes, 30% are SFARI genes (Grin2a, Chd9, and Rfx3) (Figure 2D). 

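With miR-486a-5p and miR-486b-5p counted as 1 miRNA, because their counts are the same, Lmo3 was paired with 3 miRNAs and Zfp281 with 5, and 8 of the 9 transcripts had at least 4. miR-200c-3p and miR-429-3p begin with the same 8 bases and so match the same sites, but were kept as 2 miRNAs here. Both were paired with every transcript in this list except Lmo3, so fewer transcripts would reach 4 with them counted once. Qk was paired with 6 miRNAs. Each of the 9 transcripts was paired with 2 or 3 miRNAs past the adjusted threshold in the deposited counts. Matr3, Qk, Trim2 and Zeb2 had 3, and Chd9, Grin2a, Lmo3, Rfx3 and Zfp281 had 2. miR-429-3p, which lay at an adjusted p of 0.123, was among the miRNAs of every transcript in this list except Lmo3.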

Grin2a reduced expression in the BTBR hippocampus was validated by RT-qPCR (Supplementary Figure S2). Zeb2 is the only experimentally validated target of anticorrelated DEmiRNAs, namely miR-200a-3p, miR-200c-3p, miR-183-5p, and miR-429-3p (Supplementary Table S3; Gregory et al., 2008). 

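miR-200c-3p, on chromosome 6 of GRCm38 from 124718322 to 124718390 in an intron of the antisense gene Gm15884, had 5.04 ± 1.53 CPM (SD, n = 4) in B6 and 60.7 ± 5.36 CPM in BTBR mice. Its log2 fold change was 3.58 (standard error 0.30, adjusted p = 2.91e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it passed the threshold under all 19 alternatives tried. miR-200a-3p and miR-429-3p lie close together on chromosome 4, from 156054896 to 156054985 and from 156053905 to 156053987, within an intron of Ttll10. miR-200a-3p rose from 15.8 ± 6.28 to 68.8 ± 19.3 CPM, a log2 fold change of 2.12 (standard error 0.36, adjusted p = 0.0161 from the same test), and also passed under all 19 alternatives. For both miRNAs every BTBR mouse was above every B6 mouse (exact permutation test, p = 0.0286). miR-429-3p rose from 4.75 ± 4.34 to 29.8 ± 19.5 CPM, a log2 fold change of 2.66 with a standard error of 0.68. BTBR replicate 2, at 5.84 CPM, lay below B6 replicate 1, at 11.1 CPM (exact permutation test, p = 0.0571). miR-429-3p passed the threshold under 7 of the 19 alternatives, among them without B6 replicate 1, where the log2 fold change was 3.46, and without BTBR replicate 2. miR-183-5p, on chromosome 6 from 30169668 to 30169737 outside annotated genes, rose from 1.91 ± 1.96 to 29.3 ± 24.9 CPM, a log2 fold change of 3.90 (standard error 0.85, adjusted p = 0.0569 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). BTBR replicate 1, at 4.32 CPM, lay below B6 replicate 1, at 4.80 CPM, and the lowest library held 2 reads. miR-183-5p passed under 11 of 18 alternatives. Without B6 replicate 2 or 3, or BTBR replicate 2 or 3, it did not pass, with adjusted p up to 0.227. It also did not pass with limma-voom, robust dispersions, or mice blocked by replicate number, where the adjusted p was highest, at 0.277. miR-183-5p also passed when B6 replicate 2 and BTBR replicate 1 were exchanged between the groups.

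**Figure D2:**
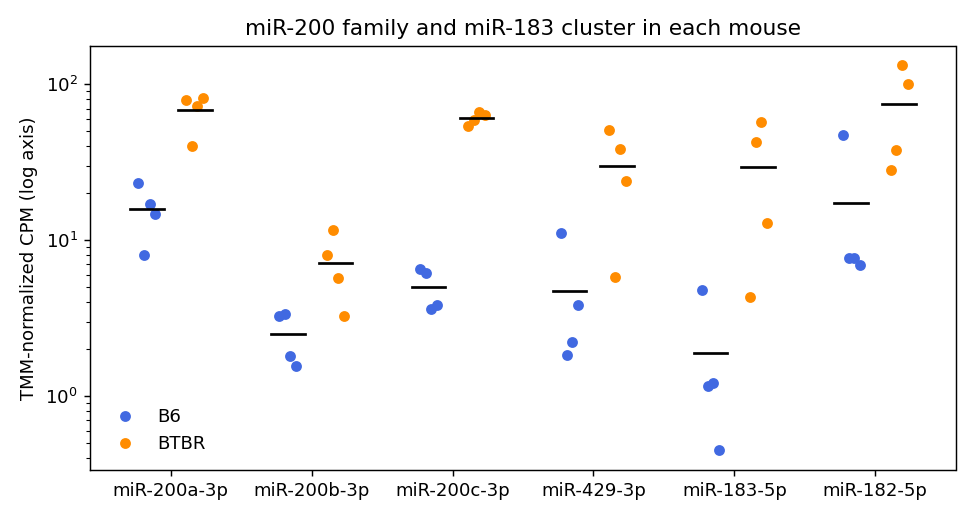
TMM-normalized CPM of the miR-200 family and the miR-183 cluster in each of the 4 B6 mice (blue) and 4 BTBR mice (orange), on a log axis. Each point is 1 mouse and each bar the group mean, and the strains are apart for miR-200a-3p and miR-200c-3p and overlap for the other miRNAs.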

Of the two Zeb2 transcripts differentially expressed in our study (ENSMUST00000176438.8 and ENSMUST00000201804.3), ENSMUST00000176438.8 is the canonical Zeb2 mRNA, highly expressed in the mouse hippocampus, while ENSMUST00000201804.3 is a minor transcript variant weakly expressed in the hippocampus (Supplementary Table S2). From now on, our analysis will be focused on the ENSMUST00000176438.8 transcript. Zeb2 mRNA contains a total of 10 binding sites for the four anticorrelated DEmiRNAs (Figure 3A), suggesting a miRNA-mediated post-transcriptional regulation of the Zeb2 gene expression in the BTBR hippocampus. 

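The transcript ENSMUST00000176438.8 of Zeb2 has 11 exons and 9124 nt, and its 3′UTR of 4941 nt lies on chromosome 2 of GRCm38 from 44983632 to 44988572, on the minus strand. Mature miR-429-3p, miR-200b-3p and miR-200c-3p begin with the same 8 bases, TAATACTG, and so match the same sites. miR-200a-3p begins with TAACACTG and miR-183-5p with TATGGCAC. Searching the 3′UTR for matches to the seed found 12 sites of 7 or 8 bases. For miR-429-3p and its seed relatives there were 7. The 4 with the full CAGTATTA start at nt 458, 820, 905 and 1039 after the stop codon, 1 with CAGTATT starts at nt 393, and 2 with AGTATTA start at nt 1380 and 3235. For miR-200a-3p there were 4, with CAGTGTTA at nt 209 and 782 and CAGTGTT at nt 741 and 4163. For miR-183-5p there was 1, GTGCCAT at nt 727, on chromosome 2 from 44987840 to 44987846. The paper counts 10 binding sites. The search covers sequence only and used no conservation or binding score.

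**Figure D3:**
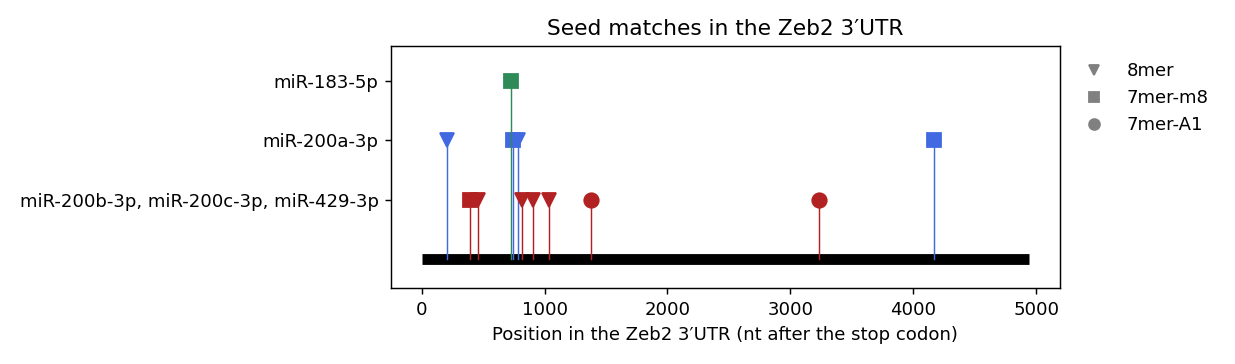
Seed matches in the 3′UTR of the Zeb2 transcript ENSMUST00000176438.8, with the position after the stop codon on the x axis (nt) and 1 line per group of miRNAs with the same seed. Symbols give the type of match, and 10 of the 12 sites lie in the first 1386 nt.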

To validate relevant RNA-seq results, we performed RT-qPCR analysis of DEmiRNAs in the hippocampus of BTBR and B6 mice, proving significantly increased levels of miR-429-3p, miR-200a-3p, miR-200c-3p, and miR-183-5p in BTBR mice. As the expression of miR-200a-3p and miR-200b-3p is known to be tightly regulated (Korpal et al., 2008), by RT-qPCR we analyzed miR-200b-3p, although sRNA-seq did not detect significant changes (FDR = 0.12). 

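miR-200b-3p lies on chromosome 4 from 156055681 to 156055750, in the same intron of Ttll10 as miR-200a-3p. It had between 7 and 39 reads per library. It was the lowest of the miR-200 family except in B6 replicate 2 and BTBR replicate 2, where miR-429-3p was lower. Its level was 2.50 ± 0.935 CPM (SD, n = 4) in B6 and 7.17 ± 3.58 CPM in BTBR mice, a log2 fold change of 1.46 (standard error 0.50, adjusted p = 0.254 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). BTBR replicate 4, at 3.25 CPM, lay below B6 replicate 2, at 3.35 CPM (exact permutation test, p = 0.0857). The adjusted p lay between 0.0980 and 0.554 over 18 alternatives, and the DESeq2 Wald test gave the lowest of these and the only one under 0.1. The ratio of miR-200c-3p to miR-200b-3p counts was between 1.85 and 2.43 in the B6 libraries and between 5.08 and 19.6 in the BTBR libraries.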

Surprisingly, we found 10-fold higher levels of miR-200b-3p in the BTBR compared to B6 mice (Figure 3C). Similar discrepancies between RNA-seq and RT-qPCR results can occur due to differences in sensitivity and data normalization. In parallel, we confirmed that in the BTBR hippocampus the level of Zeb2 mRNA is significantly lower than in B6 mice.

**Figure 3:**
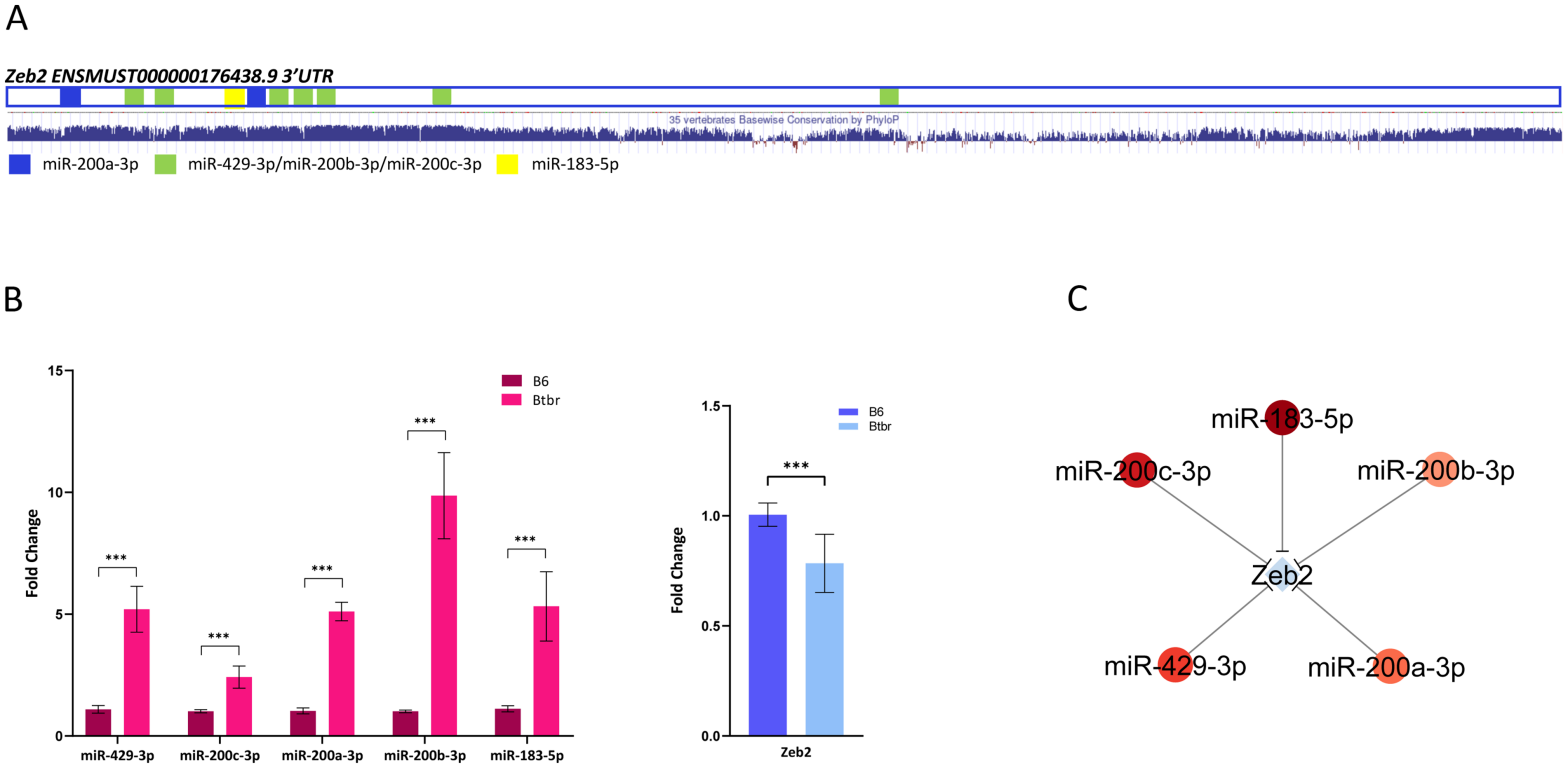
Zeb2 is a validated target of the BTBR DEmiRNAs. **(A)** The 3’UTR of the BTBR differentially expressed Zeb2 transcript (ENSMUST00000176438.8) with target sequences for BTBR up-regulated miRNAs is schematized. The PhyloP basewise conservation among vertebrates is reported below (https://genome.ucsc.edu/). **(B)** The expression of Zeb2 DET and targeting DEmiRNAs was validated by RT-qPCR on hippocampal RNA samples from single BTBR and B6 mice (*n* = 4 each group). Fold change is relative to B6 control mice. Data are expressed as mean ± SE, *n* = 3–6 technical replicates each (two-sided unpaired Student’s *t*-test was performed on biological replicates using mean values of technical replicates, ***p < 0.001). **(C)** Interaction network between Zeb2 transcript and BTBR DEmiRNAs.

In the last few years, non-canonical miRNA/mRNA binding modalities have been described, characterized by extensive complementarity between the miRNA 3′ region and RNA targets, with a central bulge separating seed-matching (Hiers et al., 2024). This binding modality is sufficient to induce miRNA degradation in a regulated mechanism, named target-dependent miRNA degradation (TDMD). To identify potential TDMD interactions between BTBR DEmiRNAs and DETs, we processed our sRNA datasets using the scanMiR web package (Soutschek et al., 2022), which predicts unconventional interactions through the scanning of the input sequences. miRNA sites on target RNAs are classified as potentially inducing TDMD sites according to a greater complementarity of miRNA flanking nucleotides and the estimated dissociation rate constant (kd) (Soutschek et al., 2022). Our analysis revealed a total of 19 putative TDMD interactions, involving a total of nine DEmiRNAs and 18 DETs (Supplementary Table S5). Among these interactions, 10 exhibited anticorrelated expression (Figure 4A; Supplementary Table S5), with miR-200c-3p and miR-34a as the DEmiRNAs associated with the highest number of TDMD potential interactions. 

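The copy of Supplementary Table S5 used here holds the first 1999 of 80571 predicted sites and marks 20 sites in 19 transcripts as possible TDMD sites, for 9 miRNAs. In the deposited counts, 4 of the 9 (miR-200a-3p, miR-200c-3p, miR-183-5p and miR-344d-3p) passed the adjusted threshold. miR-34a-5p, on chromosome 4 from 150068454 to 150068555 outside annotated genes, had 270.0 ± 216 CPM (SD, n = 4) in B6 and 682 ± 178 CPM in BTBR mice, a log2 fold change of 1.34 (standard error 0.45, adjusted p = 0.254 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). B6 replicate 2, at 587 CPM, lay above BTBR replicate 1, at 448.1 CPM. Without B6 replicate 2 the log2 fold change was 2.08 and the adjusted p 0.0136, the lowest of a range that reached 0.567 over 19 alternatives. miR-34a-5p passed the threshold when these same libraries were exchanged between the strains. miR-1298-5p, in an intron of Htr2c on chromosome X from 147064905 to 147065002, had 2863, 576, 115 and 37.3 CPM in the 4 B6 mice and between 31.0 and 90.8 CPM in the BTBR mice. Its log2 fold change was −3.60 with a standard error of 1.05, and it was not distinguishable between the strains mouse by mouse (exact permutation test, p = 0.2). Without B6 replicate 1 it was −1.75, and without B6 replicate 3 or 4 it passed the threshold, where −4.00 was the largest fall.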

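The Adam22 transcript ENSMUST00000115388.8 has 30 exons and 9161 nt, and its 3′UTR starts at nt 2828. The site that Supplementary Table S5 gives for miR-204-3p covers nt 7926 to 7933, which is nt 5099 of the 3′UTR and lies on chromosome 5 of GRCm38 from 8073580 to 8073587, on the minus strand. Its sequence is TTCCCAGA, within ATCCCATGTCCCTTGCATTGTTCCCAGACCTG. miR-204-3p is made from a hairpin in an intron of Trpm3, on chromosome 19 from 22750605 to 22750672. It had 74.6 ± 63.1 CPM (SD, n = 4) in B6 and 21.6 ± 7.11 CPM in BTBR mice, a log2 fold change of −1.79 (standard error 0.52, adjusted p = 0.168 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The B6 mice ranged from 27.2 to 165 CPM, and without B6 replicate 1, the highest, the log2 fold change was −1.10. Without B6 replicate 3 or 4, the lowest, it passed the threshold, with an adjusted p of 0.0497 at the lowest of a leave-one-out range that reached 0.473 in the same test. The other strand of the hairpin, miR-204-5p, was far more abundant, with 12020 ± 10630 CPM in B6 and 4898 ± 2116 CPM in BTBR mice, and its log2 fold change was −1.29 with a standard error of 0.54. The ratio of miR-204-5p to miR-204-3p counts did not separate the strains (exact permutation test, p = 0.257). miR-448-3p and miR-34c-5p, which are abundant in choroid plexus, were also highest in B6 replicate 1, at 254 and 9028 CPM.

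**Figure D4:**
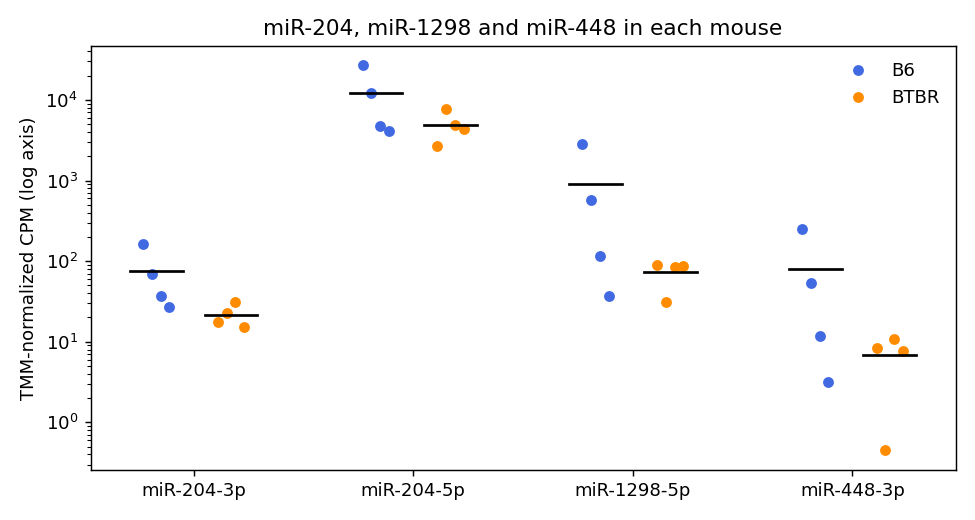
TMM-normalized CPM of miR-204-3p, miR-204-5p, miR-1298-5p and miR-448-3p in each of the 4 B6 mice (blue) and 4 BTBR mice (orange), on a log axis. Each point is 1 mouse and each bar the group mean, and B6 replicate 1 is the highest library for all 4 miRNAs.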

The top score interaction identified is between Adam22 mRNA and miR-204-3p, whose binding modality resembles the well-characterized TDMD-inducing interaction between Cyrano (Cdr1os) and miR-7a-5p (Figure 4B) (Kleaveland et al., 2018). It is worth noting that mir-204 has important implications in several neurodegenerative diseases (Tao et al., 2021) and regulates multiple Sfari genes (Chen et al., 2020). In conclusion, the identified high-affinity interactions between DEmiRNAs and target mRNAs suggest potential TDMD regulatory mechanisms of miRNA levels in the mouse hippocampus.

**Figure 4:**
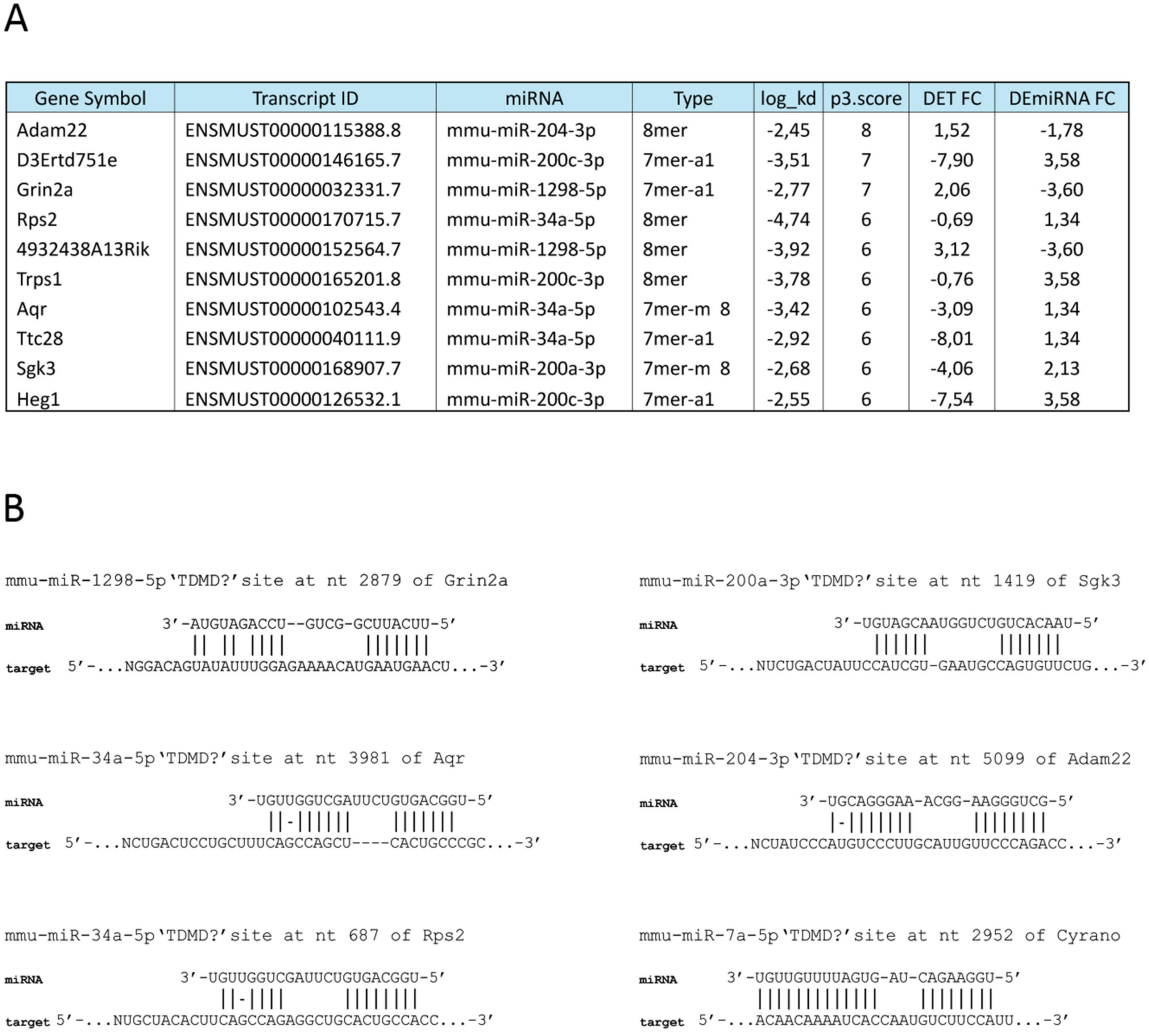
Non-canonical interactions between BTBR DEmiRNAs and DETs. **(A)** Identification of high affinity BTBR DEmiRNA and DET interactions potentially leading to TDMD, according to scanMiR package analysis. Interaction type, energy (log_kd) and scores (p3.score), together with miRNA and transcript FC are reported. **(B)** Examples of DEmiRNA/DET non-canonical bindings are reported, with miR-7a-5p/Cyrano interaction.

## Discussion

The present study provides the differential expression profile of miRNAs of the hippocampus of the BTBR mouse model for idiopathic autism. We identified 18 DEmiRNAs significantly deregulated compared to control B6 mice. Using computational predictions, we first assessed BTBR DEmiRNA putative target genes, based on the identification of binding interactions between seed regions and complementary sites on the mRNA 3’UTRs, known to determine translational repression and mRNA degradation. The integration of BTBR DEmiRNAs and DETs allowed us to identify anticorrelated miRNA and mRNA putative interactions enriched for GO terms relevant to ASD. Among such interactions, Zeb2 mRNA, recognized by five DEmiRNAs, is the only experimentally validated target of BTBR DEmiRNAs. Finally, the identification of high-energy non-canonical interactions between DEmiRNAs and DETs suggests a miRNA turnover regulation by TDMD mechanisms in the mouse hippocampus.

Recent research highlights the role of posttranscriptional regulatory mechanisms in ASD pathophysiology (Parikshak et al., 2016; Wu et al., 2016; Chen et al., 2020; Li et al., 2022; Dominguez-Alonso et al., 2023). miRNAs, which are small non-coding regulatory RNAs that mediate mRNA destabilization and translational repression (Bartel, 2018), are altered in human ASD samples and animal models (Wu et al., 2016; Mooney et al., 2025; Yao et al., 2025). Differential miRNA expression was observed in multiple studies performed in various ASD patient biofluids or tissues (Li et al., 2022; Garrido-Torres et al., 2024). Few high-throughput miRNA studies have been performed in ASD animal models (Garrido-Torres et al., 2024). In this regard, animal ASD models are fundamental to exploring the pathogenic mechanism of ASD *in vivo*. The BTBR inbred mouse strain is a well-characterized animal model of idiopathic ASDs that displays behaviors consistent with the diagnostic categories for ASD (McFarlane et al., 2008). BTBR miRNA expression profiles have been previously analyzed in the cortical brain and prefrontal cortex (Wang et al., 2020; Mooney et al., 2025). In this study, we performed an sRNA-seq analysis to characterize the miRNA profile in the hippocampus of BTBR mice, which has never been evaluated before. The BTBR hippocampus exhibits structural and functional alterations, and significant gene expression changes related to ASD dysfunctional pathways (McFarlane et al., 2008; Daimon et al., 2015; Gasparini et al., 2020). Our sRNA-seq analysis indicated a miRNA differential expression signature with 18 miRNAs strongly dysregulated. We hypothesize that the lack of overlap between DEmiRNAs identified in the hippocampus and those found in the studies by Wang et al. (2020) and Mooney et al. (2025) on BTBR brain cortical tissues, may be due to the spatially restricted or enriched expression and regulation of neuronal miRNAs in different anatomical regions (Cao et al., 2006). Some upregulated BTBR DEmiRNAs were previously associated with the ASD phenotype. miR-451a is one of the most frequently dysregulated miRNAs, identified in a recent meta-analysis performed across 16 published studies on ASD human patients (Garrido-Torres et al., 2024). 

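miR-451a lies on chromosome 11 of GRCm38 from 78073170 to 78073241, next to miR-144, which spans 78073005 to 78073070. It had 31.0 ± 6.60 CPM (SD, n = 4) in B6 and 80.9 ± 18.9 CPM in BTBR mice, with every BTBR mouse above every B6 mouse. The log2 fold change was 1.38 (standard error 0.26, adjusted p = 0.0339 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the threshold was passed under 17 of 19 alternatives. Without BTBR replicate 4 the adjusted p was 0.125, the highest of a range that began at 6.62e-05. miR-144-5p rose from 16.4 ± 6.79 to 40.8 ± 14.9 CPM, a log2 fold change of 1.31 (standard error 0.37, adjusted p = 0.168 from the same test). Without B6 replicate 2, miR-144-5p passed, with a log2 fold change of 1.65, and it also passed when B6 replicate 2 and BTBR replicate 1 were exchanged between the strains. All 6 measured miRNAs of a red blood cell list, which holds miR-451a, miR-144 and miR-486, were higher in BTBR mice. miR-486a-5p and miR-486b-5p, both among them, have the same counts.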

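miR-486a-5p had 417 ± 246 CPM (SD, n = 4) in B6 and 952 ± 385 CPM in BTBR mice, a log2 fold change of 1.19 (standard error 0.41, adjusted p = 0.254 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). B6 replicate 2 had 778 CPM and BTBR replicate 1 had 411 CPM, so the strains overlapped (exact permutation test, p = 0.0571). With these libraries exchanged between the strains, the log2 fold change of miR-486a-5p was 1.68 with an adjusted p of 0.00247 from the same edgeR test, shared with miR-486b-5p as the lowest of the miRNAs that passed in that arrangement. Over 19 alternatives that kept the strains as labelled, the adjusted p lay between 0.0497, without B6 replicate 2, and 0.567.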

Since miR-451 was associated with clinical manifestations of ASD, it may have relevance for clinical practice and experimental studies involving BTBR mice. miR-486 was previously associated with experimental and human ASD (Li et al., 2022; Garrido-Torres et al., 2024). miR-34a was previously identified as a repressor of the high-confidence Sfari gene Shank3 in mouse hippocampal neurons (Choi et al., 2015), and up-regulated in the cerebellum of the valproic acid ASD rat model (Dai et al., 2017). Interestingly, four out of 13 miRNAs significantly up-regulated in the BTBR hippocampus, miR-200a, miR-200b, miR-200c, and miR-429, belong to the miR-200 family (miRBase). miR-200 family members have a well-characterized role in the epithelial-mesenchymal transition (Gregory et al., 2008). 

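As a set, the 4 measured miR-200 family members of the 5 on the list had a median log2 fold change of 2.39, from 1.46 to 3.58 (adjusted p = 0.000195 over 5 lists, from limma's fry with Benjamini-Hochberg adjustment). All 4 were higher in BTBR mice, also under each other scaling of the libraries, where the median lay between 2.39 and 2.60. Leaving out each mouse in turn gave medians between 2.16 and 2.89. The study chose 3 of the 4 from these libraries. miR-182-5p, on chromosome 6 from 30165918 to 30165992 in the cluster of miR-183, had 17.4 ± 19.9 CPM (SD, n = 4) in B6 and 74.9 ± 50.2 CPM in BTBR mice, a log2 fold change of 2.11 with a standard error of 0.70. B6 replicate 1, at 47.2 CPM, lay above BTBR replicates 1 and 2, and without it the log2 fold change was 3.28.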

Although miR-200 s are dysregulated in ASD (Ragusa et al., 2020), their role in the autistic pathophysiology has not been characterized yet. As endogenous miRNA target sites are found mainly in the 3’UTR of mRNAs (Gu et al., 2009), which might differ across multiple gene transcripts, to identify potential miRNA-mRNA interactions in our datasets, we analyzed the BTBR transcriptomic profile. Therefore, we processed RNA-seq raw data, which we previously obtained from the same mouse cohorts, to identify the transcriptomic differential expression profile at a transcript-level resolution. To identify potential regulatory networks involving BTBR DEmiRNAs, we selected inversely related DEmiRNAs-DETs pairs. This process allowed us to identify relevant regulatory miRNA/mRNA interactions that might be relevant for ASD. Functional analysis indicated a significant enrichment for terms related to transcription coactivator activity and components of neuronal communication. Dendritic spines, synaptic vesicles and axon terminals components were among the enriched terms related to neuronal communication, and they are implicated in activity-dependent signaling networks that control synapse development and plasticity. This finding is coherent with the growing evidence that many of the genes that are mutated in ASD are crucial components of the activity-dependent signaling networks that regulate synapse development and plasticity (Geschwind, 2008; Ebert and Greenberg, 2013). Interestingly, we identified strongly anticorrelated interactions between DETs and DEmiRNA, with DETs targeted by at least 4 DEmiRNAs. DET genes include Grin2a, Chd9, and Rfx3, which have SFARI scores of 1 or 3. GRIN2 is a member of the glutamate-gated ion channel protein family. GRIN2A variants have been found in patients with various neuropsychiatric disorders, including autism spectrum disorders, epilepsy, intellectual disability, attention-deficit/hyperactivity disorder, and schizophrenia (Barnby et al., 2005; Tarabeux et al., 2011). CHD9 is a chromodomain helicase DNA binding protein, a transcriptional coactivator, identified as an ASD risk gene (Satterstrom et al., 2020b). Rfx3 is a transcription factor playing a crucial role in different biological processes, including brain development. It was identified among disrupted genes in an exome sequencing study done in a large cohort of ASD patients (De Rubeis et al., 2014). Among strongly anticorrelated interactions found in the BTBR hippocampus, the downregulated Zeb2 mRNA is the only experimentally validated target of DEmiRNAs. Zeb2 is a zinc finger/homeodomain protein that functions as a DNA-binding transcriptional repressor. Mutations or deletions of Zeb2 cause the neurodevelopmental disorder Mowat-Wilson syndrome, a rare genetic disease characterized by features common to ASD (Hegarty et al., 2015). However, Zeb2 has never been directly associated with ASD. More experimental studies will be required to clarify its role in the disease. In the nervous system, miRNAs induce rapid and spatially localized changes in gene expression (Krol et al., 2010). Consistently, neuronal miRNA levels are tightly modulated in their biogenesis and stability (Cao et al., 2006). The recent discovery that the binding of highly complementary mRNAs or ncRNAs destabilizes miRNAs through the TDMD mechanism partially explains the highly dynamic regulation of neuronal miRNAs (Hiers et al., 2024). We then investigated potential regulation of miRNA level by TDMD mechanisms in the ASD mouse hippocampus. By the computational identification of high-energy interactions between anticorrelated DEmiRNAs and DETs we identified potential mRNAs able to induce miRNA degradation through a TDMD mechanism. Those interactions might represent an extra layer of miRNA regulation in the BTBR hippocampus. Further research will be needed to experimentally validate our predicted interactions. In conclusion, we provide strong evidence of a profound alteration of the miRNA profile in the hippocampus of BTBR mice. Integration analysis of BTBR DEmiRNAs and DETs pinpoints a downstream dysregulation of biological networks potentially relevant for ASD. In addition, our study offers some insights into a novel layer of miRNA regulation through molecular cross-talks. We believe that miRNAs may contribute to both genetic heterogeneity and phenotypic variation, representing promising novel targets for drug development in neurodevelopmental diseases.

## Data Availability

The sequencing datasets are publicly available at NCBI’s Gene Expression Omnibus (GEO) repository, under accession number GSE303513 located at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE303513. Any additional information required to reanalyze the data reported in this work paper is available from the corresponding author upon request.

# Supplementary material for: Analysis of microRNA-transcript regulatory networks in the hippocampus of the BTBR mouse model of autism
**Source:** Front Cell Neurosci. 2025 Oct 27;19:1676316. doi: 10.3389/fncel.2025.1676316
**Supplement:** Supplementary file 7

Figure S1

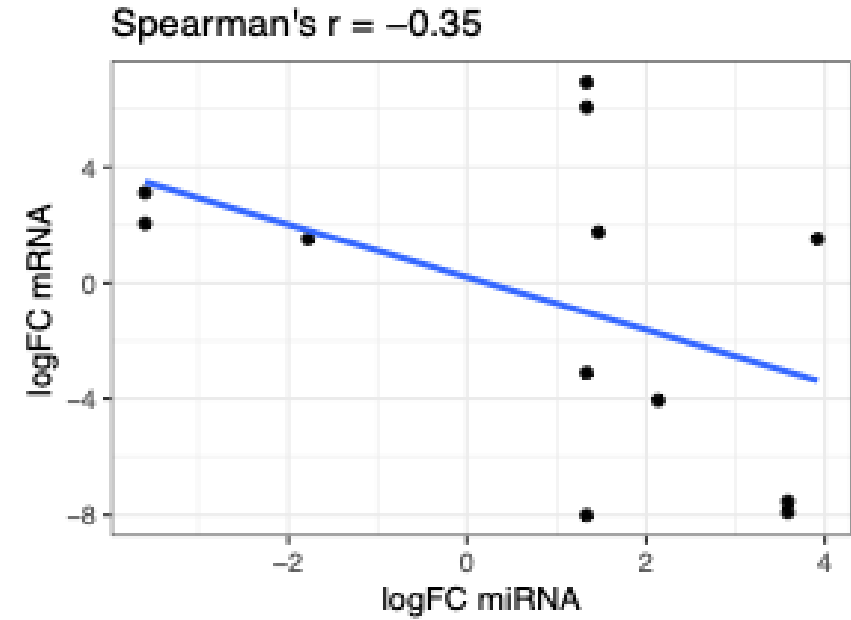

**Figure S1.** Spearman's correlation analysis of the logFCs of 18 DemiRNAs and 69 anticorrelated DETs (see Table S4 )

Figure S2

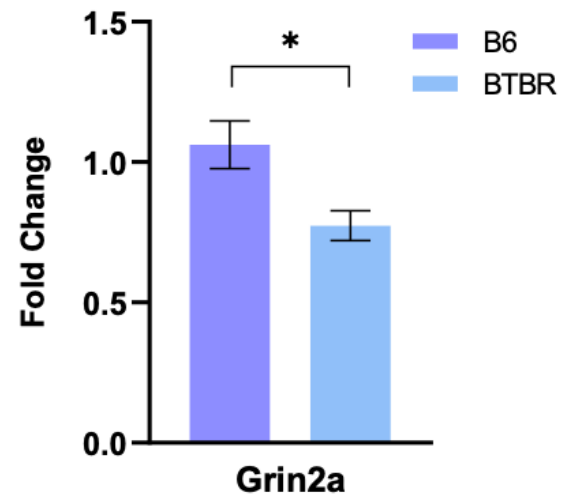

**Figure S2.** Validation of Grin2a downregulation in BTBR mouse hippocampus. The expression of Grin2a DET was validated by RT-qPCR on hippocampal RNA samples from BTBR and B6 mice (n=4 each group). Fold change is relative to B6 control mice. Data are expressed as mean  $\pm$  SE, n= 3–6 technical replicates each (two-sided unpaired Student's t-test, \*p = 0.03).

# Supplementary material for: Analysis of microRNA-transcript regulatory networks in the hippocampus of the BTBR mouse model of autism
**Source:** Front Cell Neurosci. 2025 Oct 27;19:1676316. doi: 10.3389/fncel.2025.1676316
**Supplement:** Supplementary file 8

## *Supplementary Material*

### **1 Supplementary Tables and Figures**

#### **1.1 Supplementary Tables**

Supplementary Table S1: BTBR DEmiRNAs

Supplementary Table S2: BTBR DETs

Supplementary Table S3: MIENTURNET analysis of BTBR DEmiRNAs

Supplementary Table S4: Integration data analysis of anticorrelated DETs/DEmiRNAs

Supplementary Table S5: scanMiR analysis of BTBR DETs/DEmiRNAs

Supplementary Table S6: Gene ontology and functional analysis of DETs and DEmiRNAs

#### **1.2 Supplementary Figures**

Supplementary Figure 1. Spearman's correlation between miRNA and transcript expression changes.

Supplementary Figure 2. Validation of Grin2a downregulation in the BTBR mouse hippocampus.

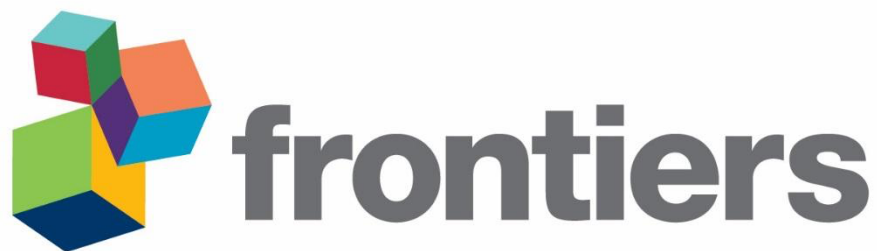

**Supplementary Figure 1.** The figure legends are required to have the same font as the main text, 12 point normal Times New Roman, single spaced. Please use a single paragraph for each legend and prepare the figures keeping in mind the PDF layout.

How the deposited data were processed for this re-analysis (not part of the article)

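Small RNA was sequenced from the hippocampus of 4 BTBR and 4 B6 mice of the cohort called pool 2, and the 8 libraries were mapped to strain and replicate by their labels, which the paper's group sizes match. The authors removed adapters, mapped the reads with sRNAbench to GRCm38, assigned reads lying within miRBase annotations, and deposited a table of whole-number counts for 422 miRNAs in the 8 libraries. Supplementary Table S1 gives 230 of the same 3376 counts as fractions. The deposited values are the rounded values of that table, apart from 4 counts of let-7c-5p and let-7a-5p, which differ by at most 4 reads. Each miRNA had at least 1 read in every library, so that a miRNA without reads in some library could not be studied here. No miRNA was left out. The counts carry no molecular identifiers, and intervals or tests on them cover the spread between mice and not errors of amplification.

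The counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and sequences and plots were handled in Python 3.11.15 with matplotlib 3.10.9. Libraries were normalized by TMM, dispersions were estimated over all miRNAs (common dispersion 0.137, prior degrees of freedom 5.58), and strains were compared by edgeR's quasi-likelihood test without covariates. P-values were adjusted by Benjamini-Hochberg over the 422 miRNAs, with the study's threshold of 0.1. Standard errors were taken from the log2 fold change and its F statistic. Levels are CPM after TMM normalization. For single miRNAs an exact permutation test on log2(CPM + 0.5) covered all 70 assignments, and in the closing parts it was also applied to the mean log2 level of lists.

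The miRNAs named are the study's 18 DEmiRNAs, miR-200b-3p, and the 5 miRNAs with the smallest p among those the paper does not name, and the members of lists where a list is discussed. That rule, the tests, the alternatives and the members of the lists (miR-200 family, choroid plexus, red blood cells, miR-183 cluster and muscle) were written down before the deposited counts were opened, but after Supplementary Table S1, which holds counts of the same libraries, had been read. The tests of the miR-183 cluster and muscle lists, and those of explanations, were not among them and were chosen after results had been seen. let-7a-5p, let-7c-5p, miR-31-5p and miR-344 miRNAs other than miR-344d-3p and miR-344b-3p fall outside that rule and were named after their values were seen. Lists were tested with limma's fry. The choroid plexus list has 10 of 11 members measured, 3 of which the study picked from these libraries. The red blood cell list has 6 of 7 measured, with 4 picked, the miR-183 cluster 2 of 3, with both picked, and the muscle list 3 of 3, with 0 picked. No member is on a second list. The miR-183 cluster had a median log2 fold change of 3.00 (adjusted p = 0.0293 over 5 lists, from limma's fry with Benjamini-Hochberg adjustment).

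Before use, the steps were tested on simulated counts for the 422 miRNAs. Of 20 miRNAs changed 4-fold, 19 were called, and of 20 changed 2-fold, 6 were called, while 4 of 382 unchanged miRNAs were called. A change of 2-fold is therefore often missed at this depth and number of mice.

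Pairs of miRNAs and transcripts came from Supplementary Table S4, and transcript fold changes are the paper's. Signs were compared with 100000 shuffles of the fold changes among transcripts. Coordinates, host genes and the sequences of Zeb2 and Adam22 come from the GENCODE annotation and transcripts of GRCm38. RT-qPCR and RNA-seq measurements were not analysed here, so the sentences reporting them carry no values of this kind. Alternatives were other tests (edgeR's exact test, DESeq2, limma-voom), other normalizations (DESeq2 size factors, upper quartile, library size only), filters on low counts, identical miRNAs kept once, robust dispersion estimates, the replicate number as a block, a threshold of 0.05, other set tests, and each mouse left out in turn.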

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

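The test of the red blood cell list, its other normalizations and the fits without each mouse were set before the deposited counts were opened. Supplementary Table S1, with counts of the same libraries, had been read by then. All other tests in this part, and what each test was taken to say about an explanation, were chosen after the results were seen.

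The red blood cell list, which the paper does not discuss as a group, was higher in BTBR mice, with a median log2 fold change of 1.191 over 6 miRNAs (fry, p = 0.00139), each of them higher. Of the 6, the study had picked 4 as DEmiRNAs, among them miR-451a. miR-486a-5p and miR-486b-5p have the same counts, so the 6 are not separate observations. Leaving out each mouse in turn gave medians from 1.02, without B6 replicate 3, to 1.61, without B6 replicate 2. The difference was not one of sequencing depth, since the highest p over 10 reductions of every library to 2247482 counts was 0.00280. It was not one of scaling either, since the highest p under another normalization was 0.00362. Only the real split among the 35 splits of the 8 libraries, 1 in all, gave a p as small. The study picked 4 of the 6 on that split, so this is not independent evidence. More blood in the BTBR samples than in the B6 samples is a candidate explanation that cannot be told apart from the others with these counts. The list members that the study did not pick, miR-144-3p and miR-486a-3p, also rose, with a median log2 fold change of 0.95 (p = 0.00824 from limma's fry, and p = 0.0286 in an exact permutation test of their mean level). They are the other strands of hairpins that the study picked, so they would rise under any cause that acts on the hairpins, and the list holds no unpicked miRNA of another hairpin. The levels are modest, with miR-486a-5p at 952 CPM and miR-451a at 80.9 CPM in BTBR mice. The paper's Table S2, of which the copy used here holds 1980 of the paper's 70622 transcripts and all 536 of the paper's DETs, does not decide either. Of 8 red blood cell genes, 1 has a transcript in that copy, Ank1, the host gene of miR-486, which the paper gives as higher in BTBR (0 and 29.2 in the B6 pools, 36.7 and 125 in the BTBR pools) but not as a DET. No transcript of the hemoglobin genes is among the DETs. Higher expression of these miRNAs in the BTBR hippocampus itself was not tested and stays open. So does a difference between libraries that no label names, since miR-486a-5p and miR-144-5p also passed the threshold when B6 replicate 2 and BTBR replicate 1 were exchanged between the strains.

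The muscle list, of which the study picked 0, had a median log2 fold change of 0.806 in BTBR over 3 miRNAs, each higher (adjusted p = 0.0293 over 5 lists, from limma's fry with Benjamini-Hochberg adjustment). miR-1a-3p was the most abundant, between 563 and 1151 CPM in the 8 libraries. miR-206-3p was at 84.8 CPM in BTBR replicate 2 and between 10.8 and 25.7 CPM in the other BTBR mice. The list's difference held under the other normalizations, with a highest p of 0.0391, so the scaling of the libraries does not account for it. At equal depth the difference stayed about as large, with a median log2 fold change between 0.664 and 0.952 over 10 draws. Its p was between 0.0110 and 0.0302 in 9 of the draws and 0.0645 in the other, which argues against sequencing depth as the whole cause. Other splits gave as small a p in 3 of 35 arrangements, the real one included, so an accident of which mice fell in which group may account for it. A difference between the strains in the brain itself was not tested and stays open.

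miR-1298-5p in BTBR replicate 2 was at 30.98 CPM, while the other BTBR mice were between 84.2 and 90.8 CPM. miR-182-5p in B6 replicate 1 was at 47.21 CPM, while the other B6 mice were between 6.96 and 7.70 CPM. Of 50 groups of 4 libraries examined, these 2 were flagged as apart from the other mice of their strain, and about 1 in 20 groups, or 2.5, are by chance. miR-448-3p in BTBR replicate 2 was not flagged, although it was at 0.449 CPM and the other BTBR mice between 7.58 and 10.8 CPM. Its lowest library held 1 read. Without B6 replicate 1, miR-182-5p had a log2 fold change of 3.28 and an adjusted p of 0.00929 from edgeR's quasi-likelihood test, the lowest of a range that reached 0.517 over 19 alternatives. miR-183-5p and miR-429-3p were also highest among the B6 mice in replicate 1. Neither a technical nor a biological explanation was tested for these libraries.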

How the results depend on the processing

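In this part the edgeR exact test with tagwise dispersions, and the RLE, library size and 1 CPM pseudocount settings of the permutation test, the tests of the miR-183 cluster and muscle lists, and the reduction to equal depth, were chosen after seeing the data, and the other settings before the data were examined, apart from Supplementary Table S1.

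The number of miRNAs past the threshold was 7, with 5 higher and 2 lower in BTBR and all 7 among the study's 18. It was within 1.5 times of this with limma-voom, RLE and upper quartile normalization, both filters on low counts, identical miRNAs kept once and robust dispersions. edgeR's exact test gave 16 (10 higher, 6 lower, 14 of the study's 18), and the DESeq2 Wald test 21 (15, 6 and 16). The exact test with tagwise dispersions gave 18 (13, 5 and 18). Scaling by library size gave 4 (4, 0 and 4), and moves the median log2 fold change of all miRNAs from 0.017 to 0.15. A threshold of 0.05 left 4 (3, 1 and 4), and upper quartile normalization 1 lower. Of the calls, 71.4% were higher in BTBR, and between 62.5% (edgeR's exact test) and 100% (library size only, and a replicate block) under the alternatives that kept all mice. Without B6 replicate 3 the share was 42.9% (3 higher and 4 lower) and without B6 replicate 4 it was 50%, so the majority of higher miRNAs depends on these mice, while without BTBR replicate 1, 3 or 4 all calls were higher. The exact tests, DESeq2, RLE normalization, filterByExpr and identical miRNAs kept once called all 7 of the same miRNAs. limma-voom and robust dispersions called 6 of them, without miR-183-5p. edgeR's quasi-likelihood test, its exact test and the exact test with tagwise dispersions used the same counts and TMM normalization. Their numbers of 7, 16 and 18 therefore differ by the test and its dispersions. For the other settings the cause of the difference was not tested.

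Each mouse left out in turn gave from 3 to 13 miRNAs, 3 to 10 higher, 0 to 4 lower, and 3 to 10 of the study's 18. With fewer mice the test has less to go on, but without B6 replicate 2 the count rose to 13. Without BTBR replicate 3 or 4 it fell to 3, and the 4 lower miRNAs came without B6 replicate 3 or 4. At unadjusted p under 0.05 there were 46 miRNAs in the full set.

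The replicate numbers do not pair the mice, since same-numbered libraries of the strains had correlations of their deviations between −0.150 and 0.052. With the number as a replicate block, 3 miRNAs passed (3 higher, 0 lower, 3 of the study's 18).

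Single miRNAs kept their direction in all 473 recomputed log2 fold changes. In 393 they stayed on the same side of the threshold, in 51 they came to pass it and in 29 they no longer did. The miR-200 family and red blood cell lists passed under every normalization, filter, set test and fit tried, and the medians lay between 2.16 and 2.89 and between 1.02 and 1.61 when each mouse was left out. The choroid plexus median was −1.17 (fry, p = 0.310), −0.258 without B6 replicate 1 and −1.50 without B6 replicate 4. limma's camera with a preset correlation took it past the threshold (median −1.171, p = 0.00157), but not camera with an estimated correlation (p = 0.253). The calls of the other lists under the preset correlation held under fry. Under the estimated correlation they held for the miR-200 family (p = 0.000173), red blood cells (p = 0.00294) and the miR-183 cluster (p = 0.0243), and for the muscle list p rose from 0.0491 to 0.0933.

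The share of opposite signs stayed between 61.8% and 64.2% and never passed its test. Since only signs enter, leaving out a mouse or the block could not change it. The permutation test found 11 of 24 named miRNAs at its smallest p, and 11 under each of its alternatives. Tests on fractional counts were not run, since the deposited counts hold none. Reduction of every library to 2247482 counts gave between 6 and 10 miRNAs over 10 draws, so the count moved less with this reduction than with the choice of test. How many miRNAs a greater depth would call cannot be read from a reduction.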

Differences from the paper's values

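The paper reports 18 differentially expressed miRNAs, and edgeR's quasi-likelihood test on the deposited counts called 7. The paper's 13 higher miRNAs compare with 5, and the 5 lower miRNAs of the paper's Table S1 compare with 2. Among the alternatives set before the deposited counts were opened, edgeR's exact test (16, with 10 higher and 6 lower) and the DESeq2 Wald test (21, with 15 and 6) came within 1.5 times of all 3 numbers. These alternatives were set after the paper's Table S1, with its counts and FDRs, had been read. Leaving out B6 replicate 2 gave 13, with 10 higher. Without B6 replicate 3 or 4, 4 miRNAs were lower. The other alternatives did not come within 1.5 times of these numbers. An edgeR exact test with common and tagwise dispersions, chosen after seeing the values, called 18, with 13 higher and 5 lower, and these were the study's 18. The log2 fold changes of the 18 and of miR-200b-3p differed from the paper's by at most 0.026.

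The paper gives an FDR of 0.12 for miR-200b-3p, and the quasi-likelihood test gave 0.254. edgeR's exact test (0.107), DESeq2 (0.0980, under the threshold) and upper quartile normalization (0.179) were within 1.5 times of it, as was the exact test with tagwise dispersions (0.128), chosen after seeing the values. The other alternatives were not. Supplementary Table S1 gives the paper's FDR as 0.1278, and the exact test with tagwise dispersions gave 0.1279.

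Of the 11 DEmiRNAs that the paper calls and the quasi-likelihood test does not, edgeR's exact test called 7, DESeq2 9 and the test with tagwise dispersions, chosen after seeing the values, 11. miR-429-3p was also called with upper quartile normalization, with at least 10 counts in every sample, with the replicate number as a block, and without B6 replicate 1 or BTBR replicate 2. Leaving out B6 replicate 1 also called miR-182-5p. Leaving out B6 replicate 2 called miR-144-5p, miR-34a-5p, miR-486a-5p and miR-486b-5p. Leaving out B6 replicate 3 or 4 called miR-1298-5p and miR-204-3p, and B6 replicate 4 also miR-448-3p.

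The paper gives an average of 15 (in 1e+06 reads) per sample, and the deposited counts averaged 5.00 (in 1e+06 counts on miRNAs). These count different things, sequenced reads and reads counted on miRNAs, and none of the alternatives bears on them.

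The paper states that the anticorrelation of DETs and DEmiRNAs is significant by Spearman's correlation. Its Fig. S1 gives a correlation of about −0.35, read by eye. Over the 155 pairs listed as anticorrelated rho was −0.304, and over all 243 predicted pairs it was −0.019 (permutation test, p = 0.775).

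The paper counts miR-200b among the significantly upregulated miRNAs in its discussion, and in the deposited counts it was not past the threshold. In the paper's RT-qPCR (Fig. 3B), miR-200b-3p has the largest increase of the miR-200 family and miR-200c-3p the smallest. In the deposited counts the order was the reverse, with miR-200c-3p 11.9-fold and miR-200b-3p 2.76-fold higher in BTBR mice.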

Other observations

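The tests of single miRNAs and of the miR-200 family and choroid plexus lists, with their alternatives, were set before the deposited counts were opened. Supplementary Table S1, with counts of the same libraries, had been read by then. All other tests in this part, the counts of other splits among them, and what each test was taken to say about an explanation, were chosen after the results were seen.

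The 8 libraries can be split into 4 and 4 in 35 ways. For the number of miRNAs past the threshold, 2 of the 35 splits gave at least 7, for the higher miRNAs 2, and for the lower miRNAs 2. The real split is 1 of them. The other places B6 replicate 2 with BTBR replicates 2, 3 and 4, and BTBR replicate 1 with B6 replicates 1, 3 and 4, and it gave 23 miRNAs, 17 higher and 6 lower in the libraries on the BTBR side. The remaining splits gave at most 1. Of the study's 18, 5 were among the 23 (miR-486a-5p, miR-486b-5p, miR-34a-5p, miR-144-5p and miR-183-5p). miR-31-5p, chosen as an example after its values were seen, had 474 CPM in B6 replicate 2 and 109 CPM in BTBR replicate 1, and its log2 fold change between the labelled strains was 0.07. let-7c-5p took 14.8% of the counts in B6 replicate 2 and 20.3% in BTBR replicate 1. For the number of the study's 18 past the threshold, 1 of the 35 splits, the real one, was as large, but the study chose the 18 on that split of these libraries, so this is not independent evidence. Exchanged labels of these libraries would be a simple source, but 6 miRNAs called between the strains and not in that split, miR-200c-3p among them, separate the strains as labelled without overlap, which an exchange forbids. A difference between libraries that no label names, in dissection or preparation, may underlie the 23, and it cannot be told apart from a difference between mice, because no label records either. The strain differences of miR-486a-5p, miR-34a-5p and miR-144-5p are affected by where these libraries lie.

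The rise of the miR-200 family in BTBR mice (median log2 fold change 2.39, higher in each of 4 miRNAs) was matched by 1 of the 35 splits, the real one, on which the study had picked 3 of the 4. It held at equal depth (highest p from limma's fry, 0.000102) and under the other normalizations (highest p from limma's fry, 6.33e-05). If reads split between similar miRNAs appear as fractions in the paper's Table S1, they did not enter the family, since 0 of its counts there are fractional. The methods do not state how such reads were recorded, so this explanation stays open. Choroid plexus tissue carried over into the BTBR samples would raise the choroid plexus list along with the family, but 9 of its 10 measured members were lower in BTBR. B6 replicates 1 and 2, with the highest mean log2 levels of that list (8.48 and 7.16, against at most 6.15 in BTBR libraries), had mean log2 levels of the family of 3.21 and 2.25, and the BTBR libraries between 4.38 and 5.22. The level of the family relative to the list separated the strains (exact permutation test, p = 0.0286, the smallest possible), as the family alone does, so this shows that the list did not rise with the family and not that it fell. A strain difference in expression is a hypothesis, found and tested on the same libraries, and other cells that carry the family were not tested as a source. The miR-183 cluster rose with it (median 3.00), but 2 of the 35 splits, the real one included, gave as small a p, so the grouping of these mice by chance may account for that.

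The lower levels of miR-1298-5p, miR-448-3p and miR-204-3p in BTBR mice go with high levels in B6 replicates 1 and 2. The mean log2 level of the choroid plexus list was 8.48 and 7.16 in these libraries, 5.75 and 5.31 in B6 replicates 3 and 4, and between 5.45 and 6.15 in the BTBR libraries. miR-204-5p, the most abundant member, had 26970, 12240, 4707 and 4157 CPM in the B6 mice. The list as a whole did not pass its test, 15 of the 35 splits gave as small a p, and without B6 replicate 1 its median rose from −1.17 to −0.258. More choroid plexus tissue in the B6 samples than in the BTBR samples is a candidate explanation for the 3 miRNAs. It predicts that choroid plexus miRNAs of other hairpins follow them from mouse to mouse within strains. The 5 such members had a median correlation of 0.712 with them, from 0.336 to 0.959, against −0.032 in random lists matched on level. The share of 10000 random lists as high, with the observed list counted in, was 1e-04, the smallest they can give. The 5 members, among them miR-34b-5p and miR-34c-5p, may vary together for other reasons, which lists matched on level alone do not allow for. In the paper's own RNA-seq (Table S2), whose pool 2 is the cohort sequenced here, 14 of 16 listed choroid plexus genes have a transcript in the part of the table used here (1980 of the paper's 70622 transcripts). All 19 of these transcripts are lower in BTBR, and higher in B6 pool 2 than in B6 pool 1. Many of them are also higher in BTBR pool 2 than in BTBR pool 1. The depth of the pools was not compared, so part of the rise from B6 pool 1 to B6 pool 2 may be one of depth. Because the part used may be the top of a sorted table, no test was made on it. It does hold all 536 of the paper's DETs, and 11 of the 19 transcripts, from 10 genes, are among these DETs. The paper's values for Ttr are 10830 and 55810 in the B6 pools and 2550 and 3003 in the BTBR pools. Trpm3, the host gene of miR-204, is among these genes.

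For miR-204-3p, which the paper proposes as a TDMD substrate of Adam22, loss of miR-204-3p but not of miR-204-5p would raise the ratio of the strands in BTBR mice. The ratio was between 128 and 177 in B6 and 150, 345, 155 and 286 in BTBR libraries (exact permutation test, p = 0.257), so a loss confined to that strand could neither be shown nor excluded with 4 mice per strain. The ratio of miR-1298-5p to miR-1298-3p was 4.39, 2.85, 1.78 and 0.68 in B6 and between 0.439 and 0.771 in BTBR libraries (exact permutation test, p = 0.0571). The B6 libraries with more choroid plexus miRNAs had the higher ratios, but both strands are on that list, so this order is partly built in. It did not extend across the strains. BTBR replicate 3 had a higher mean log2 level of the list than B6 replicate 3 (6.15 against 5.75) and a lower ratio (0.676 against 1.78).

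The negative Spearman's rho over the pairs listed as anticorrelated (−0.304) may come from the choice of pairs with opposite signs. When fold changes were shuffled only among transcripts of the same direction, the mean rho was −0.314, and the observed value was not different (permutation test, p = 0.868). Within the 137 listed pairs of a higher miRNA, rho was −4.8e-05, and within the 18 of a lower miRNA −0.107.

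miR-344 miRNAs were lower in BTBR mice beyond miR-344d-3p. The 4 measured had a median log2 fold change of −0.77, each lower (p = 0.000791 from limma's fry, and p = 0.0286 in an exact permutation test of their mean level), and 1 of the 35 splits, the real one, gave as small a p. At equal depth the highest p was 0.00293 and under the other normalizations 0.00539. A strain variant in the mature miR-344d-3p would lower that miRNA alone, but the other 3 fell as well (p = 0.000584 from limma's fry, and p = 0.0286 in the exact permutation test). The hairpins of miR-344d, miR-344b and miR-344 lie on chromosome 7 between 61683124 and 61877864, and lower expression of these genes in BTBR mice is a hypothesis, found and tested on the same libraries.

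The 5 miRNAs with the smallest p outside those the paper names were miR-1224-5p (log2 fold change 0.85), miR-1981-5p (−0.88), miR-344b-3p (−0.93), miR-154-5p (0.67) and miR-212-5p (0.66). The strains did not overlap for any of them, and their adjusted p in edgeR's quasi-likelihood test lay between 0.132 and 0.254. The DESeq2 Wald test called all but miR-212-5p, which no alternative called.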
